# PAI-1 and functional blockade of SNAI1 in breast cancer cell migration

**DOI:** 10.1186/bcr2203

**Published:** 2008-12-03

**Authors:** Elizabeth Fabre-Guillevin, Michel Malo, Amandine Cartier-Michaud, Hector Peinado, Gema Moreno-Bueno, Benoît Vallée, Daniel A Lawrence, José Palacios, Amparo Cano, Georgia Barlovatz-Meimon, Cécile Charrière-Bertrand

## Abstract

**Introduction:**

Snail, a family of transcriptional repressors implicated in cell movement, has been correlated with tumour invasion. The Plasminogen Activation (PA) system, including urokinase plasminogen activator (uPA), its receptor and its inhibitor, plasminogen activator inhibitor type 1(PAI-1), also plays a key role in cancer invasion and metastasis, either through proteolytic degradation or by non-proteolytic modulation of cell adhesion and migration. Thus, Snail and the PA system are both over-expressed in cancer and influence this process. In this study we aimed to determine if the activity of SNAI1 (a member of the Snail family) is correlated with expression of the PA system components and how this correlation can influence tumoural cell migration.

**Methods:**

We compared the invasive breast cancer cell-line MDA-MB-231 expressing SNAI1 (MDA-mock) with its derived clone expressing a dominant-negative form of SNAI1 (SNAI1-DN). Expression of PA system mRNAs was analysed by cDNA microarrays and real-time quantitative RT-PCR. Wound healing assays were used to determine cell migration. PAI-1 distribution was assessed by immunostaining.

**Results:**

We demonstrated by both cDNA microarrays and real-time quantitative RT-PCR that the functional blockade of SNAI1 induces a significant decrease of PAI-1 and uPA transcripts. After performing an *in vitro *wound-healing assay, we observed that SNAI1-DN cells migrate more slowly than MDA-mock cells and in a more collective manner. The blockade of SNAI1 activity resulted in the redistribution of PAI-1 in SNAI1-DN cells decorating large lamellipodia, which are commonly found structures in these cells.

**Conclusions:**

In the absence of functional SNAI1, the expression of PAI-1 transcripts is decreased, although the protein is redistributed at the leading edge of migrating cells in a manner comparable with that seen in normal epithelial cells.

## Introduction

Epithelial-mesenchymal transition (EMT) is a process whereby epithelial cell layers lose polarity and cell-cell contacts and undergo a dramatic remodelling of the cytoskeleton. EMT is characterised by a loss of intercellular adhesion, down-regulation of epithelial markers, up-regulation of mesenchymal markers, and acquisition of a spindle-shape and single-cell migration [1,2]. Many of the molecular changes occurring during developmental EMT are also characteristics of most aggressive metastatic cancer cells [2-5].

Important in EMT is the Snail family of transcriptional repressors whose members including SNAI1, also known as snail, and SNAI2, also known as slug [6]. One of the major effects of Snail family molecules is the induction of a mesenchymal and invasive phenotype [7]. This process includes alterations in the expression of a wide number of proteins involved in cell-to-cell and cell-to-extracellular matrix interactions, as well as cytoskeletal reorganisation and migration [7,8]. When over-expressed in epithelial Madin Darby Canin Kidney (MDCK) cells, SNAI1 induces a full EMT leading to the acquisition of a motile, invasive phenotype [9,10]. In agreement with this role, SNAIl has also been found to down-regulate the expression of epithelial genes, including E-cadherin [11-14] and to induce the expression of mesenchymal genes [15,16]. Conversely, Olmeda and colleagues demonstrated that SNAI1 silencing by stable RNA interference in MDCK-SNAI1 cells induced a complete mesenchymal to epithelial transition (MET), associated with the up-regulation of E-cadherin and down-regulation of mesenchymal markers [17].

In several tumours, including breast cancers, SNAI1 has been correlated with invasive growth potential, partly because of its ability to directly repress transcription of genes whose products are involved in cell-cell adhesion [11,15,18,19]. Several studies have shown that SNAI1 is found in the invasive regions of tumours [15,20,21]. Moreover, Blanco and colleagues [18] have reported that SNAI1 expression is correlated with both histological grade and lymph node extension in breast cancers.

It has also been established that plasminogen activator inhibitor-1 (PAI-1), urokinase plasminogen activator (uPA) and uPA receptor (uPAR), members of the plasminogen activation system (PA system), play a key role in cancer invasion and metastasis [22,23]. PAI-1 is over-expressed in the immediate vicinity of tumours [24], and preferentially localised to the stromal area [25]. In addition to catalysing the degradation of the extracellular matrix (ECM) and modulating cell adhesion [26], the PA system enhances both cell proliferation [27] and migration [28-34]. Consistent with their role in cancer dissemination, high levels of uPA, PAI-1 and uPAR correlate with adverse patient outcome [35-37]. In particular, the prognostic value of PAI-1 has recently been validated in breast cancer patients [38]. PAI-1 may represent a key molecule in the rapid attachment/detachment events required for cell migration, by its ability to both decrease its affinity for vitronectin in the ECM and to increase its affinity for endocytic receptors such as the lipoprotein receptor-related protein (LRP) in response to PA binding [33,39-43]. It has also been demonstrated that PAI-1 can induce cell behaviour changes, such as proliferation of cancer cells, indirectly through cell signalling pathways [44]. Thus, PAI-1 can modulate cell adhesion and migration via direct interactions with integrins, LRP, uPA-uPAR and with the ECM [43,45,46], or through indirect classical signalling pathways.

Both SNAI1 and PA system components play a major role in tumour migration and have been localised to the tumour leading edge [15,20,21,24,25]. Moreover, three recently published studies directly or indirectly underline a link between the over-expression of SNAI1 and the PA system. In the first [47], a dichotomous role for the transcription factor AFT3 in cancer is demonstrated. This factor up-regulates the expression of PAI-1, uPA and SNAI1 in breast cancer cells. The second article [48] shows, using colon cancer cells, that the induction of SNAI1 expression represses diverse genes, including uPAR, involved in epithelial differentiation, metabolism and signalling. In the third paper, it has been shown that over-expression of SNAI1 and SNAI2 in canine kidney epithelial cells leads to over-expression of PAI-1 [9].

In the present study, a 'reverse' analysis was used in breast cancer cells where the activity of SNAI1 had been abolished, with the aim of examining a possible link between SNAI1 and PAI-1 during EMT, a process occurring during tumour progression.

Our data show that functional blockade of SNAI1 (SNAI1-dominant negative (DN)) leads to a partial re-expression of E-cadherin, and induces differential expression of EMT-related genes. This is confirmed by RT-PCR of PA system genes, where PAI-1 and uPA are decreased. In SNAI1-DN cells, cell migration is quantitatively decreased, and this is associated with morphological changes with SNAI1-DN cells displaying a more collective behaviour compared with MDA-mock cells that tend to migrate individually. PAI-1 is differently distributed in SNAI1-DN cells, with numerous lamellipodia decorated with anti-PAI-1 antibodies, compared with MDA-mock cells that demonstrate a more homogeneous distribution of PAI-1.

## Materials and methods

### Chemicals and reagents for cell culture

Leibovitz's L-15 Medium with GlutaMAX, penicillin-streptomycin, trypsin-EDTA and PBS were all purchased from GIBCO^® ^Invitrogen Cell Culture (Paisley, UK). FCS was purchased from Bio Media (Quebec, Canada). BSA was purchased from Sigma (Saint Louis, USA).

### Cells and cell culture

Three established cell lines were used in this study: MDA-MB-231, an invasive breast cancer cell line, and two derived clones obtained after stable transfection with either an empty pcDNA3 plasmid (clone MDA-mock) or with a dominant negative (DN) construct of SNAI1, pcDNA3-DN-SNAI1 lacking the N-terminal SNAG domain (clone SNAI1-DN) [10].

The plasmid pcDNA3 contains the cytomegalovirus (CMV) promoter that induces high-level constitutive expression in a variety of mammalian cell lines, notably in epithelial and endothelial cells. The high quantity of SNAI1-DN protein produced by the pcDNA3 vector should therefore be sufficient to overcome the short half-life of this protein.

Cells were grown in Leibovitz's L-15 Medium with GlutaMAX supplemented with 10% FCS, 100 U/mL penicillin and 100 U/mL streptomycin. Cultures were selected with 400 μg/mL G418 to generate stable cell lines and maintained in exponential growth in a humidified atmosphere at 37°C without carbon dioxide. Cells were fed every third day and only used at passage four to seven for the experiments. All experiments were performed three times on each of the three cell lines cultivated in usual conditions (three days in Leibovitz's L-15 Medium completed with FCS).

### Cell staining and immunocytochemistry

4', 6-diamidino-2-phenylindole (DAPI), dihydrochloride Alexa Fluor 568 phalloïdin and Alexa Fluor 488 secondary antibodies were used in this study (Invitrogen – Molecular Probe – Fischer Bioblock Scientific, Illkirch, France).

For F-actin and DAPI staining, culture medium was aspirated and cells washed three times with PBS^+/+ ^and fixed by incubation with prepared formaldehyde 3.7% in PBS^-/- ^(pH 7.4) for 10 minutes at room temperature. Cells were again washed three times in PBS^-/- ^and permeabilised for three minutes with Triton 0.1%. After three washings, specific sites were saturated with 1% BSA in PBS^-/- ^for 20 minutes, and incubated with 5 U/mL Alexa Fluor 568 phalloïdin for 30 minutes. Cells were washed three times with PBS^-/- ^and incubated with 300 nM DAPI for four minutes. After PBS^-/- ^washing, fixed stained cells were stored in PBS^-/- ^at 4°C before immunostaining.

For immunostaining, cells were incubated with primary antibodies: antibodies anti-PAI-1 (1:50) (polyclonal rabbit anti-PAI-1 H-135 primary antibody, Santa Cruz Biotechnology; Santa Cruz, CA, USA); antibody anti E-cadherin (1:200) (monoclonal mouse anti E-cadherin; BD Biosciences, le Pont de Claix, France), during two hours.

Primary antibodies were revealed (one hour incubation) with Alexa Fluor 488 secondary antibodies (anti-rabbit IgG 1:200; anti-mouse IgG 1:200). Stained cells were mounted under coverslips in Mowiol buffer.

Samples were examined using a 40×/1.30 Plan-Neofluar oil immersion objective lens on an Apo Tome Axiovert 200 (Zeiss, Le Pecq, France). All images were analysed using AxioVision 4.0 (Zeiss, Le Pecq, France) and figures were assembled using Adobe Photoshop 6.0 (Adobe System, Paris, France).

### Microarray analysis

Total RNA from the different cell lines was extracted using Trizol reagent (Life Technologies Inc., Gaithersburg, MD, USA) as indicated by the manufacturer. To synthesise the double-stranded cDNA, 3 μg of total RNA using T7-(dThd) 24 oligo primers by the Superscript Choice System (Life Technologies Inc., Gaithersburg, MD, USA) was used. *In vitro *transcription was conducted with Megascript T7 (Ambion, Austin, TX, USA). Amplified RNA was obtained and purified using Trizol reagent, and 3 μg of amplified RNA was used to generate fluorescence antisense RNAs by transcriptional synthesis using the SuperScript enzyme protocol (Life Technologies Inc., Gaithersburg, MD). All of the samples were labelled with either Cy5-dUTP or Cy3-dUTP fluorochromes (Amersham, Uppsala, Sweden). Hybridisation was performed into the 'CNIO Oncochip' cDNA microarray v 1.1c (CNIO Genomic Unit, Madrid, Spain) as previously described [49]. The microarray platform contains 9726 clones corresponding to 6386 different genes, which includes 2489 clones that have been printed in duplicate to assess reproducibility. Duplicate samples from the SNAI1-DN transfectant were labelled with dUTP-Cy5 and hybridised against the dUTP-Cy3-labelled MDA-mock controls. Two hybridisations were performed. Slides were washed, dried and then scanned in a Scanarray 5000 XL scanner (GSI Lumonics, Kanata, Ontario, Canada) to obtain 10 μm resolution images, which were then quantified using the GenePix Pro 5.0 program (Axon Instruments Inc., Union City, CA). Data from the fluorescence intensity measurements of each array experiment were processed using GenePix Pro 5.0 and Microsoft Excel programs, as described before [49]. For statistical analysis, we selected genes with expressions that differed by a factor of at least two-fold with respect to the MDA-mock control cells.

### RNA extraction and real-time quantitative RT-PCR

Total RNA was isolated from cell cultures as previously described by Chomczynski and colleagues [50]. RNA quantity and RNA purity were performed by spectrophotometry using GeneQuant II DNA/RNA calculator (Pharmacia Biotech, Piscataway, N.J, USA). RNA integrity was checked by electrophoresis performed on agarose gel. Samples were then treated by DNase I (Invitrogen, Cergy Pontoise, France) in order to remove contaminating genomic DNA. An amount of 1 μg of total RNA was reverse-transcribed using random hexamers as primers and Superscript II reverse transcriptase (Invitrogen, Cergy Pontoise, France). Real-time quantitative RT-PCR of the obtained cDNA was performed in triplicate on an ABI Prism 7000 Sequence Detection System (Applied Biosystems, Courtaboeuf, France).

In these conditions, the expression of mRNAs encoding for PAI-1, uPA and uPAR was quantified using assay-on-demand TaqMan MGB probes Hs00170182_m1 (uPA), Hs00182181_m1 (uPAR), Hs00167155_m1 (PAI-1) predeveloped from Applied Biosystems (Courtaboeuf, France), labelled with FAM reporter dye and a non-fluorescent quencher. We used 18S RNA as control to normalise gene expression using assay-on-demand TaqMan MGB probe Hs99999901_s1 (Applied Biosystems, Courtaboeuf, France). Then, 5 ng cDNA was used as template for real-time PCR. The thermal cycler parameters for the real-time PCR were two minutes at 50°C (incubation with AmpErase UNG), 10 minutes at 95°C (activation of Taq polymerase) followed by 40 cycles with 15 seconds at 95°C and one minute at 60°C. All of these steps (with associated products) were performed according to the recommendations of the manufacturer.

The relative expression level of the genes was calculated by measuring the threshold cycle (C_T_) (using version 1.1 software from the ABI Prism 7000 Sequence Detection System) and use of the comparative C_T _method as described by the provider (ABI Prism user bulletin #2). Levels of transcripts in the different clones (MDA-mock, SNAI1-DN) were determined in reference to those obtained for the parental MDA-MB-231 cell line cultured in FCS (the latter being standardised to one).

Semi-quantitative RT-PCR analysis for detection of E-cadherin and glyceraldehyde-3-phosphate dehydrogenase was also performed, using appropriate primers as previously described [51].

### *In vitro *wound healing assay

*In vitro *wound-healing assay was performed as previously described [15,52]. MDA-mock and SNAI1-DN cells were seeded on tissue culture dishes. Cell monolayers were then gently scratched with a pipette tip across the entire diameter of the dish and extensively rinsed with medium to remove all cellular debris. The area of denuded surface (500 to 700 μm in width) was quantified immediately after wounding and again three and five hours later. The extent of wound closure was determined by calculating the ratio between the surface area of the wound for each time point and the surface of the initial wound. These data were then expressed as the percentage of wound closure relative to the control conditions for each experiment. The dish was placed under an Axiovert 200 inverted microscope (Zeiss, Le Pecq, France) and images were obtained using a high-resolution microscopic camera Axiocam MRm vers.3 FireWire (D) camera (Zeiss, Le Pecq, France) connected to the microscope. Phase-contrast pictures were analysed by AxioVision 4.0 software (Zeiss, Le Pecq, France).

### Statistical analysis

The data were analysed using a Student's t-test (GraphPad Software Inc., San Diego, CA, USA), and p < 0.05 were considered to indicate significant differences.

## Results and discussion

### SNAI1 functional blockade and E-cadherin expression

In order to study the possible link between SNAI1 and the PA system during tumour progression, the MDA-MB-231 cell line, an invasive breast cancer cell line was used to generate stable cell lines transfected with a dominant-negative construct of SNAI1 lacking the N-terminal transactivation domain SNAG [8]. This dominant-negative version is able to interact with the same target sequences as endogeneous SNAI1, thus blocking SNAI1 function when it is over-expressed.

As shown in Figure 1a, the MDA control cell line transfected with the control vector (mock) maintained the same non-epithelial phenotype as parental MDA-MB-231 cells, and showed few cell-cell contacts. Performing semi-quantitative RT-PCR analysis with E-cadherin, we demonstrated that SNAI1 functional blockade lead to the re-expression of E-cadherin mRNA in MDA-MB-231 cells (Figure 1c). However, E-cadherin immunostaining is not clearly found at cell-cell contacts (Figure 1b), as would be expected in an epithelial phenotype, and western blot did not show any 120 kD protein (data not shown). This absence of E-cadherin protein in SNAI1-DN cells suggests that E-cadherin degradation still occurs when we abolish the effect of SNAIl in our cancer cells. Indeed, in addition to transcriptional control, considered to be the major mechanism regulating E-cadherin expression, recent data also suggest that post-translational mechanisms, such as ubiquitination, endocytosis and lysosomal degradation of E-cadherin, occur during EMT, and are important for both embryological development and tumour progression [53,54].

**Figure 1:**
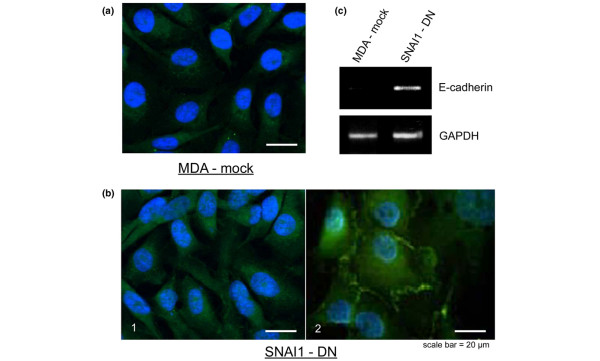
**Immunofluorescence analysis of E-cadherin (green) in MDA-mock and SNAI1-DN cells. Nuclei are visualised by 4', 6-diamidino-2-phenylindole (DAPI) stain**. **(a) **The MDA-mock control cell line transfected with a control vector (mock) presents no cell-cell contact, and the immunostaining of E-cadherin is very low and diffused. **(b_1_) **SNAI1-DN cells have acquired an epithelial like phenotype with E-cadherin stronger expression **(b_2_) **sometimes organised specifically at cell-cell contacts. **(c) **Semi-quantitative RT-PCR analysis of E-cadherin mRNA in MDA-mock and SNAI1-DN cells. GADPH mRNA levels were detected as a control of cDNA inputs. SNAI1-DN expression in MDA-MB-231 cells lead to the re-expression of E-cadherin mRNA.

These observations are consistent with recently published work using MDA-MB-231 cell lines stably transfected by short hairpin RNA directed against SNAI1 to knock-down SNAI expression [55]. These studies showed an increase of E-cadherin mRNA level but no E-cadherin protein expression and a decrease in the expression of the mesenchymal markers, fibronectin and vimentin, suggesting that SNAI1 silencing induces a partial reversion of EMT in MDA-MB-231. Moreover, Janda and colleagues indicate that the early stages of EMT involve post-translational down-regulation of E-cadherin, whereas loss of E-cadherin via transcriptional repression is a late event in EMT [56]. In the reversion of EMT (i.e. MET), we can hypothesise that a reverse situation would be observed: expression of E-cadherin first at transcriptional level and then at translational and post-translational levels.

To further highlight the relation between SNAI1 and the PA system in EMT occuring during tumour progression, we used cDNA microarrays to compare MDA-mock and SNAI1-DN cell by differential gene expression.

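RNA of SNAI1-DN cells and of MDA-mock cells, both derived from the invasive and mesenchymal breast cancer cell line MDA-MB-231, was compared on a cDNA array of cancer-related genes, on which both RNAs are labelled with different fluorochromes and compete for the same spot. SNAI1-DN cells express a dominant-negative form of the transcriptional repressor SNAI1. The values used here come from 4 arrays. Their sample labels name 2 SNAI1-DN clones, clone 14 and clone 15, each hybridised against control MDA-MB-231 cells once with SNAI1-DN in Cy5 and once with SNAI1-DN in Cy3. The methods of the paper describe 1 SNAI1-DN transfectant labelled in Cy5, in duplicate, and 2 hybridisations, and the paper's text does not name the arrays behind its values. The clone was taken as the replicate (n = 2 clones), and its value was the mean of its 2 arrays. The control cells count as 1 sample, so each test leaves out their own spread. The paper states that all experiments were repeated on each cell line, and its array methods mention duplicate samples. It does not say whether the 4 arrays came from separate cultures. A p-value thus measures only the spread between the 2 clones, which may be technical in part.
The authors quantified the spots with GenePix Pro and processed them there and in Excel. The deposited values are log10 ratios, since 10 to their power is a ratio of 3 decimals (within 0.002 at the third decimal) for 100% of the values with SNAI1-DN in Cy5, and its inverse is one for 99.3% and 99.2% of those with SNAI1-DN in Cy3 (clones 14 and 15). They were multiplied to log2. Channel intensities were not used here, so no spot was judged by its brightness, and the number of arrays limits the precision. The arrays held 8632 and 9227 values for clone 14 (Cy5, Cy3) and 9362 and 8966 for clone 15, with log2 medians of 0.065, 0.041, 0.059 and 0.025, and no further centring was applied. What centring the authors applied is not known.
The numerator of the ratios is not stated either. Over all spots the 2 arrays of a clone correlated at r = -0.272 (clone 14) and r = -0.356 (clone 15). A rule set before the data were examined asked for r below -0.3 in both clones before the Cy3 arrays were turned, and clone 14 missed it, so by that rule only sizes can be given. By size alone, 164 of 6532 features (the averaged spots of 1 cDNA clone) differed at least 2-fold over the 2 arrays with SNAI1-DN in Cy5, and 147 of 6712 over the 2 arrays with SNAI1-DN in Cy3. Signed values are given below nevertheless, on a basis chosen after the data were seen. Of the spots at least 2-fold on both arrays of a clone, 102 of 106 (clone 14) and 137 of 139 (clone 15) had opposite signs, while arrays of the same labelling had opposite signs at 0 of 153 and 2 of 117 such spots. The ratios with SNAI1-DN in Cy3 were therefore turned. That a positive value means a higher level in SNAI1-DN is likely, from the dyes in the sample labels, the signs in the paper's tables and the paper's real-time RT-PCR, in which uPA mRNA was lower in SNAI1-DN as it is here, and is not settled by these values. Since the Cy3 arrays hold inverted ratios, either their numerator or their dye label may differ from what was assumed, and a dye effect may then not cancel in a clone's mean.
Gene names rest on a reordering of the spots. A row named by the probe of the same number did not show the folds that the paper lists (r = 0.039 across 91 spots), and after 3001 constant shifts and several print layouts had been tried, reading the 48 print blocks in reverse order did (r = 0.961 across 104 spots). That match was searched for with the paper's folds and cannot be tested on them. Over 507 other genes with several cDNA clones, the correlation between different clones of a gene, as a mean over the 4 arrays, was 0.275 with the blocks reversed, 0.0032 with the numbers as given and at most 0.137 in 1000 random orders of the blocks. A feature entered where each clone had a value on at least 1 array, which gave 7082 features, of which 3985 have a name and stand for 3522 genes. Genes were tested with limma, which pools the spread over genes, and Benjamini-Hochberg adjustment. SNAI1 itself had a log2 ratio of -0.10 ± 0.13 (SD, n = 2 clones, adjusted p = 0.724 from limma) on 1 cDNA clone. Which part of the SNAI1 transcript that clone covers is not given, so the value does not check the labels.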

### SNAI1 functional blockade leads to PAI-1 down-regulation

Of 6386 genes compared (microarray accession number [GSE:10395] deposited in the Gene Expression Omnibus), a total of 99 genes were found to be differentially expressed in response to SNAI1 functional blockade [see Additional data file 1]. 

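Some inflammatory cytokines and other NF-kB targets were lower in SNAI1-DN than in MDA-mock cells (11 of 32 past limma's test), and some genes of cell division were higher (10 of 38). As lists, both passed limma's camera test at a preset correlation between genes. Neither did at a correlation estimated from the data (adjusted p = 0.834 for each). From 2 clones that setting could hardly pass any list, so its result does not decide. When all 4 arrays are averaged, both passes also rest on turning the Cy3 arrays, since ratios of opposite sign otherwise cancel. With the arrays not turned, a setting added after the data were seen, the list means were 0.015 (NF-kB) and 0.11 (cell cycle). Neither list then passed camera (adjusted p = 0.289 for each). On the arrays with SNAI1-DN in Cy5 alone, where none is turned, the means were -0.83 (NF-kB) and 0.62 (cell cycle). Both lists passed camera there at the preset correlation, but arrays of 1 labelling cannot separate a change from a dye effect. With the ratios turned as above, IL1A, the cytokine interleukin 1 alpha, had a log2 ratio of -3.31 ± 0.24 (SD, n = 2 clones), a signed fold of -9.91 (adjusted p = 0.0011 from limma). CSF3, a growth factor of granulocytes, had -2.65 ± 0.31, IL1B had -2.57 ± 0.36 and LCN2, an iron-carrying secreted protein, had -2.56 ± 0.023, with adjusted p-values from 0.0011 to 0.0020 from limma. IL13RA2, a decoy receptor of interleukin 13, rose by 2.26 ± 0.42 (3.70 on the array of clone 14 in Cy5 and 1.42 to 2.03 on the others), and LCP1, an actin-bundling protein, by 1.85 ± 0.44. CTGF (now CCN2) also rose. DAPK1, a kinase of cell death, had 1.68 ± 0.22, CCN3 (NOV) had 1.67 ± 0.29 and MCL1, which protects cells from apoptosis, had 1.65 ± 0.24, all past limma's test. Of the 10 largest falls among features at least 2-fold in both clones and of 1 sign on all arrays, 6 have no name here, and their log2 ratios lie between -3.87 and -2.51.
Of 20 gene lists fixed before the data were examined, 4 passed limma's camera test with a preset correlation of 0.01 between genes. Of these, 3 are given here. The folds in the paper's tables, which come from the study's arrays, had been seen when the lists were fixed. The NF-kB targets and inflammatory cytokines had a mean log2 ratio of -0.81 and a median of -0.30 over 32 measured members (adjusted p = 1.6e-12, but 0.834 with the correlation estimated from the data and 0.138 by the rotation test fry). Of these, 11 fell, 0 rose and 21 did not pass limma's test, and adjusted over the list alone 15 fell and 1 rose. Besides the cytokines above, IL24, the mitochondrial enzyme SOD2 and the NF-kB inhibitor NFKBIA had log2 ratios of -2.44, -2.40 and -1.05. Cell cycle and DNA replication genes had a mean of 0.50 over 38 members (adjusted p = 8.1e-14, but 0.834 with the estimated correlation and 0.125 by fry). Of them, 10 rose, 0 fell and 28 did not pass, against 27 risen and 0 fallen adjusted over the list alone. STMN1, which destabilises microtubules, rose by 1.29 ± 0.015, the replication factor PCLAF by 1.24 ± 0.61, the spindle checkpoint protein MAD2L1 by 0.97 ± 0.27 and RFC5, of the clamp loader, by 0.91 ± 0.13. Cytoplasmic ribosomal protein genes had a mean of -0.27 over 17 members (adjusted p = 2.7e-04, but 0.834 with the estimated correlation and 0.210 by fry), with 1 of them, RPL37, past limma's test at -0.86 ± 0.16 (also 1 adjusted over the list alone). Their mean was -0.64 with SNAI1-DN in Cy3 and 0.051 with SNAI1-DN in Cy5. With the arrays not turned it was 0.31, and the list then passed as higher (camera, adjusted p = 0.0024). With the estimated correlation and by fry none of the 20 lists passed. From 2 clones neither test could easily pass a list. The estimated correlation gave an adjusted p of 0.834 for lists with means of -0.81, 0.50 and -0.27 alike. These failures thus do not decide whether a list changed.
Some members of these lists were listed by the study from these arrays and are not independent evidence of a direction. Without all of the paper's genes, and at the preset correlation, the mean was -0.25 over 23 NF-kB members (adjusted p = 0.0015), or -0.16 over 22 without SOD2 (adjusted p = 0.011), and 0.45 over 35 cell cycle members (adjusted p = 5.4e-12). None of these shortened lists passed with the estimated correlation (adjusted p = 0.939 for each) or by fry (adjusted p from 0.210 to 0.298). As above, these tests could hardly pass a list from 2 clones.
At the paper's criterion of at least 2-fold, 109 of 7082 features differed in the mean of the clones, 37 higher and 72 lower, and 75 of them did so in both clones (21 higher, 54 lower). Clone 14 alone gave 159 (81 higher, 78 lower) and clone 15 alone 165 (67 higher, 98 lower). By gene, 54 of 3522 reached it, 18 higher and 36 lower. By limma, 127 genes differed at an adjusted p under 0.05, 59 higher and 68 lower, of which 58 are in the paper's list. Of the 99 genes of that list, 75 were measured. That count takes in the cDNA clone listed as PLEC1, which is annotated as NEAT1 on the array. The paper's fold and the log2 ratio could be set side by side for 69, and all 69 had the paper's direction and 54 were at least 2-fold (Pearson r = 0.974, Spearman rho = 0.933 across genes, which are not independent replicates). The list was chosen by the study on these arrays and served to find the order of the print blocks. The count by limma moved to 622 genes on the arrays with SNAI1-DN in Cy5 alone (420 higher, 202 lower). On those in Cy3 alone it was 178 (49 higher, 129 lower). In simulated data with 2 clones the share of false calls averaged 6.78% at 2-fold under limma's own estimate of the spread, above the 5% aimed at. The simulated spread is that between clones and leaves out that of the 1 control sample. The share of false calls among these genes is thus not known.

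**Figure D1:**
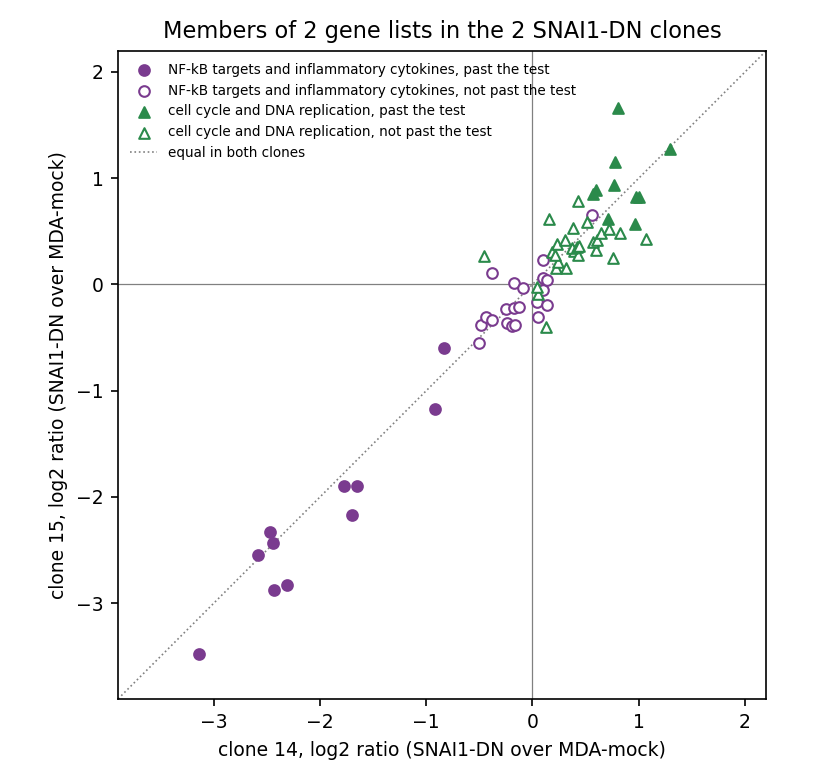
Log2 ratio of SNAI1-DN over MDA-mock in clone 14 (horizontal axis) and clone 15 (vertical axis) for each measured member of the NF-kB list (circles, 32 genes) and of the cell cycle list (triangles, 38 genes). Each point is a gene, filled where limma's adjusted p was under 0.05, and the dotted line marks equal values. The 11 filled circles lie in the lower left, below 0 in both clones, and the 10 filled triangles in the upper right.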

As shown in Table 1, nine of the 99 target genes differentially expressed in SNAI1-DN clone are specifically implicated in EMT and in matrix remodelling, these include several members of the PA system. 

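Of the 9 genes of Table 1, 7 were measured. CTGF (CCN2), a matrix-associated growth factor, rose by 2.02 ± 0.078 on the log2 scale (SD, n = 2 clones, adjusted p = 0.0015 from limma), a fold of 4.07. TIMP3, an inhibitor of matrix metalloproteinases, was higher by 1.76 ± 0.56 on the cDNA clone that the paper lists, and over its 2 clones on the array by 1.30 ± 0.67 (adjusted p = 0.043 from limma). The mesenchymal cadherin CDH11 was higher by 1.66 ± 1.00 on the listed clone, at 0.95 in clone 14 against 2.37 in clone 15, and by 1.37 ± 0.53 over both of its cDNA clones (adjusted p = 0.022 from limma). PLOD2, an enzyme that modifies lysines of collagen, fell by 1.05 ± 0.11 (adjusted p = 0.012), the actin- and myosin-binding caldesmon CALD1 by 0.99 ± 0.026 (adjusted p = 0.013) and uPA (PLAU) by 0.99 ± 0.037 (adjusted p = 0.013), all from limma. The adhesion molecule CHL1 read 1.33 and 1.29 with SNAI1-DN in Cy3 but -1.29 and -0.80 with SNAI1-DN in Cy5 (clones 14 and 15), so the mean of its listed clone was 0.13 ± 0.16 and the gene did not pass limma's test (adjusted p = 0.824).
All 7 had the direction of Table 1 in the mean, and 4 were at least 2-fold, or 6 when each array was centred on its median, since CALD1 and uPA lie at folds of -1.99 and -1.98. The genes were chosen by the study on these arrays, so their direction is not independent evidence.
Of 18 listed members of the PA system, 8 were measured and 1, uPA, passed limma's test (also 1 adjusted over the list alone). The uPA receptor PLAUR had a log2 ratio of 0.19 ± 0.51 (adjusted p = 0.667 from limma), at -0.18 in clone 14 and 0.55 in clone 15. The tissue-type activator PLAT had -0.25 ± 0.23, plasminogen (PLG) -0.0031 ± 0.12, and the plasminogen-binding S100A10 and ENO1 had 0.63 ± 0.65 and 0.49 ± 0.28, with adjusted p-values from 0.118 to 0.993 from limma. As a list the 8 did not stand apart from the other genes (camera, adjusted p = 0.770). From the genes of Table 1, and from earlier work on SNAI1 and on the PA system, the paper reasons that PA system genes deserve closer study and goes on to measure them by real-time RT-PCR.

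**Figure D2:**
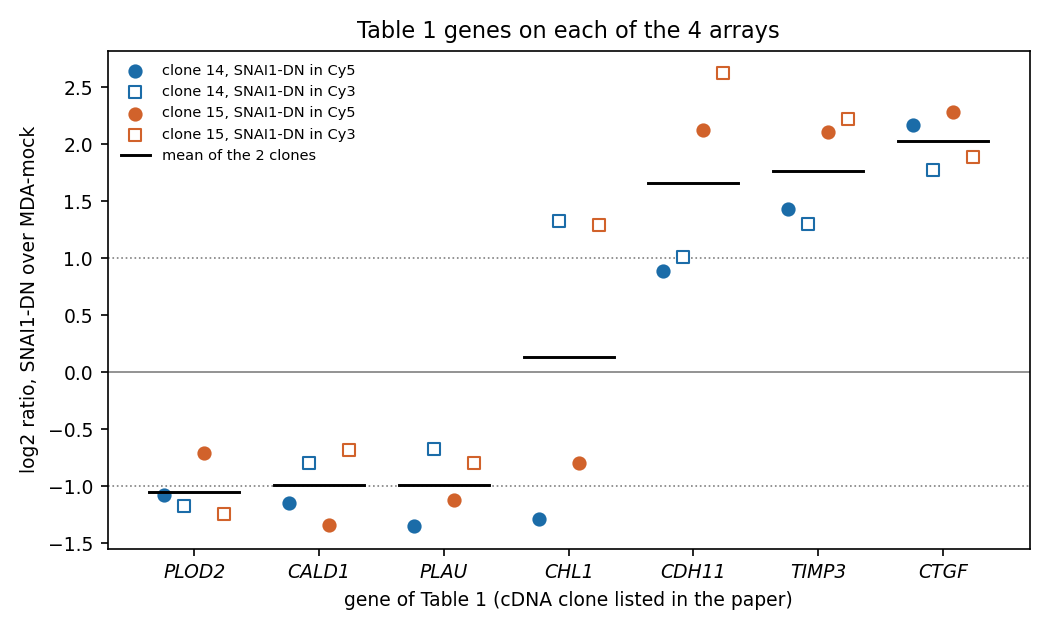
Log2 ratio of SNAI1-DN over MDA-mock for the 7 measured genes of Table 1, each on the cDNA clone the paper lists. Points are the 4 arrays (blue, clone 14, and orange, clone 15, with circles for SNAI1-DN in Cy5 and squares for SNAI1-DN in Cy3), bars are the mean of the 2 clones and dotted lines mark 2-fold. CHL1 changes sign with the labelling, and the other 6 genes keep their sign on all 4 arrays.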

Of particular note, the expression of PAI-1 is decreased 7.2-fold in the SNAI1-DN clone (Table 1), compared with the MDA-mock clone.

**Table 1:** Epithelial to mesenchymal transition (EMT) related genes modified in a clone expressing a dominant-negative form of SNAI1 (SNAI1-DN) in comparison with MDA-mock control cells

GenBank number	SNAI1-DN	Description
**EMT related (n = 9)**		
		
[Genbank:AA447737]	-2.12	*CALD1*, caldesmon 1
[Genbank:AA284668]	-2.45	*PLAU*, plasminogen activator, urokinase
[Genbank:AA136707]	-2.12	*PLOD2*, procollagen-lysine, 2-oxoglutarate 5-dioxygenase (lysine hydroxylase) 2
[Genbank:N75719]	-7.22	*SERPINE1*, serine (or cysteine) proteinase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1
[Genbank:H96738]	2.29	*CDH11*, cadherin 11, type 2, OB-cadherin (osteoblast)
[Genbank:H15267]	2.48	*CHL1*, cell adhesion molecule with homology to L1CAM (close homologue of L1)
[Genbank:AA598794]	3.87	*CTGF*, connective tissue growth factor
[Genbank:W51794]	3.49	*MMP3*, matrix metalloproteinase 3 (stromelysin 1, progelatinase)
[Genbank:AA479202]	2.58	*TIMP3*, tissue inhibitor of metalloproteinase 3 (Sorsby fundus dystrophy, pseudo-inflammatory)

Nine of the 99 target genes differentially expressed in SNAI1-DN clone are implicated in the EMT process and matrix remodelling, including some members of the plasminogen activation system. Particularly, the expression of PAI-1 is decreased by 7.2-fold in SNAI1-DN clones. - = down-regulation; + = up-regulation.

These data are similar to those obtained [9] that demonstrated that PAI-1 was the most affected gene after over-expression of SNAI1. These data are also in agreement with several studies showing that PA system components are involved in tumour evolution [22,23] including tumoural transitions EMT and mesenchymal to amoeboid transition (MAT)) [57-61]. Therefore, we focused on PA system genes and confirmed the microarray results by quantitative real-time RT-PCR. Both levels of PAI-1 and uPA transcripts were strongly decreased in SNAI1-DN cells compared with MDA-mock cells, although uPAR transcripts remained unchanged (Figure 2).

**Figure 2:**
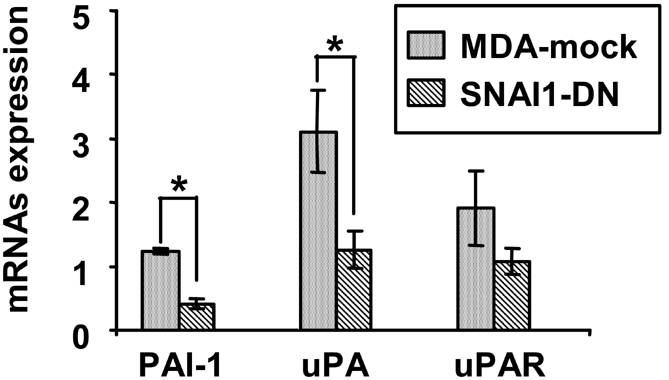
**Expression of the Plasminogen Activation system (PA) system components mRNAs (Plasminogen Activator Inhibitor type-1 (PAI-1), urokinase Plasminogen Activator (uPA), urokinase Plasminogen Activator Receptor (uPAR)) in SNAI1-DN versus MDA-mock cells**. Steady state levels of the PA system component mRNAs were evaluated by real-time quantitative RT-PCR analysis of total RNA of SNAI1-DN and MDA-mock cells cultured as described. These levels are determined in reference to those obtained for the original MDA-MB-231 cell line which were standardised to one. Mean values (standard error of the mean) of four independent cultures are shown.* p < 0.05.

These results from more precise and sensitive methods, confirmed the microarray data and showed that the expression of PA system component transcripts, especially PAI-1 and uPA, are dependent on SNAI1 functionality.

This relation between SNAI1 and the PA system is consistent with the observations of Kuphal and colleagues [61] and Hou and colleagues [62]. Kuphal and colleagues, using melanoma cells, pointed out that the loss of E-cadherin leads to the up-regulation of NFkB activity, and that after re-expression of E-cadherin, NFkB activity was down-regulated [62]; while Hou and colleagues demonstrated that NFkB activity independently induces the expression of PAI-1 [63]. We therefore hypothesise that in the SNAI1-DN cells the functional deficiency of SNAI1 leads to the re-expression of E-cadherin (Figure 1), which in turn down-regulates NFkB leading to the decreased expression of PAI-1 mRNA.

SNAI1 is also known to act as a transcriptional repressor through binding to E-boxes [8]. It is possible that functional blockade of SNAI1 could have lead to an increase in PAI-1 expression rather than a decrease (Figure 2). However, in this context, it is worth noting that Allen and colleagues suggested that the E-box motif could function as a 'platform' for recruitment of either positive and negative regulators of PAI-1 expression [64]. This implies that if the E-box is indeed the pathway of SNAI1 influence, then its effect on PAI-1 transcription cannot be easily anticipated. And this effect depends "on the stimulus and/or the growth state" [64]. Moreover, Munshi and colleagues showed that *de novo *E-cadherin mediates adhesive contacts and leads to a decrease of the global PAI-1 levels [65]. Whereas in the opposite situation – blockade of E-cadherin-dependant cell-cell adhesion – a stimulation of uPA expression was observed [66,67]. Consistent with these latter studies, our data show a decrease of uPA transcript in SNAI1-DN cells.

As numerous papers have already described, mechanisms of cancer migration are dependant on uPA, and as PAI-1 transcripts were the most affected by the changes in SNAI1 expression (over-expression or functional blockade), we focused on the link between SNAI1 and PAI 1. Moreover, two indirect arguments suggest a potential link between SNAI1 and PAI-1. Firstly, there is a strong correlation between SNAI1 expression and metastatic process [18,19,68-70], whereas, SNAI1 repression decreases invasive behaviour [17,55]. Secondly, PAI-1 expression is correlated with adverse patient outcome and metastatic disease [35,38], and is down-regulated in our study after SNAI1 functional blockade.

Thus we suggest that either through E-cadherin expression and NFkB regulation or through binding to the E-box motif, SNAI1 is able to influence PAI-1 expression. This highlights the pivotal role of SNAI1 in cancer cell migration, influencing PAI-1, a key factor in metastatic cell escape. Therefore, we focused our attention on this possible link between SNAI1 and PAI-1 in the dynamic of migration and morphology of cancer cells.

### Quantitatively and qualitatively, the migration of SNAI1-DN cells is modified

We performed an *in vitro *wound-healing assay to assess the consequences of SNAI1 blockade. The migration of MDA-mock and SNAI1-DN cells differs at three and five hours after wounding with SNAI1-DN cells migrating almost twice as slowly as MDA-mock cells (Figure 3a, b). These results are consistent with the prognostic value of SNAI1 in tumoural disease and metastatic potential [8,71,72].

**Figure 3:**
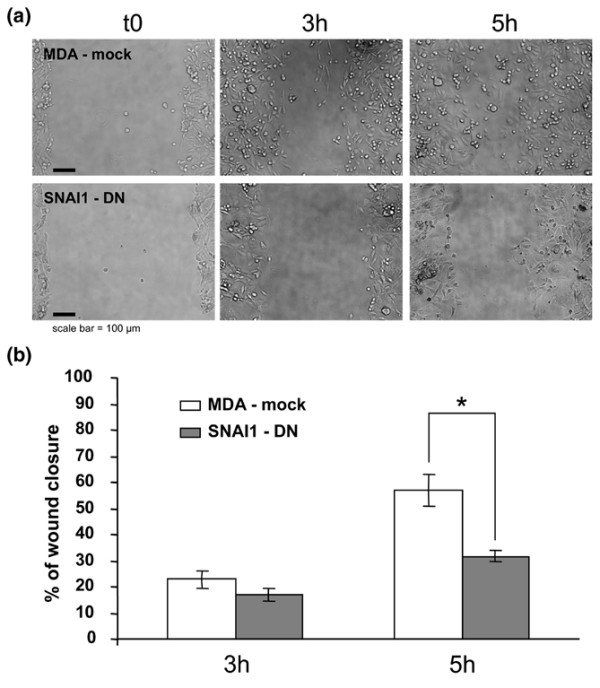
**Quantitative changes in SNAI1-DN cell migration**. The migratory behaviour of MDA-mock and SNAI1-DN cells is analysed in an *in vitro *wound healing assay. Monolayer cell cultures of MDA-mock and SNAI1-DN cells are gently scratched with a pipette tip to produce a wound. (a) Photographs of the cultures are taken immediately after the incision, and after three and five hours in culture. (b) The extent of wound closure is determined after three and five hours incubation. The comparison of MDA-mock and SNAI1-DN migration shows that SNAI1-DN cells migrate significantly more slowly than MDA-mock cells five hours after wounding. Mean values (standard error of the mean) of four independent assays are shown.* p < 0.05.

The cell populations of the two cell lines migrate differently in terms of velocity (Figure 3). F-actin staining of the cells bordering the injury site also show morphological modifications of the cell migration (Figure 4a). We observed that although parental cells migrate primarily individually (i.e. as little groups of cells or as individuals), SNAI1 blockade resulted in a more collective migration phenotype. The control population (mock) appears not to be organised as a coherent group but rather as a collection of individuals. This is demonstrated by the absence of a unique leading edge, shown by actin cytoskeleton staining. In contrast, the SNAI1-DN cells, appeared to move as a coherent group, with a unique leading edge (Figure 4a). This is even more apparent at the lower magnification (Figure 4b).

**Figure 4:**
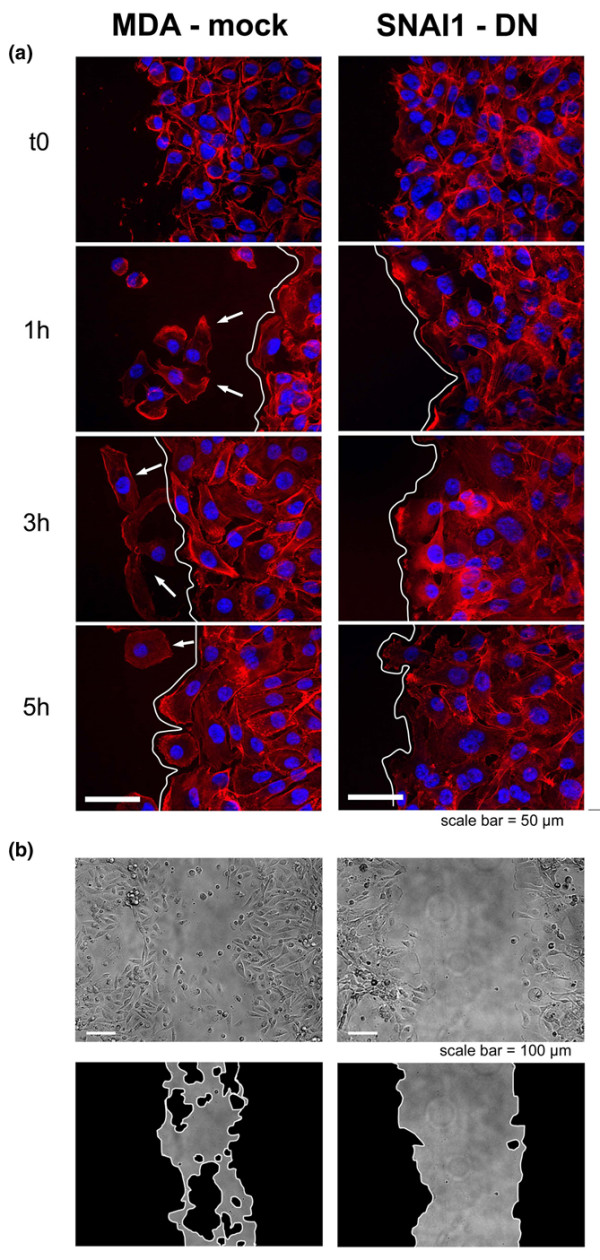
**Qualitative changes in SNAI1-DN cell migration**. In a wound healing assay, cells are fixed one, three and five hours after wounding. Together with the individual versus collective migration, morphological characteristics reinforce the epithelial to mesenchymal transition (EMT) status of MDA-mock and inverse transition for SNAI1-DN cells. (a) Actin immunostaining show that the MDA-mock cells move as individuals or as small groups of cells. The remaining population is not organised as a coherent group but rather as a juxtaposition of individuals. This is attested to by the presence of small groups of cells or individuals (white arrows) distinct from the leading edge (white line). In contrast, SNAI1-DN cells, moved as a coherent group, with a unique leading edge and large lamellipodia underlined by actin staining (see also figure 5). (b) This picture (at four times lower magnification) generalises the individual versus collective behaviour of the MDA-mock and SNAI1-DN cells at the wound scale.

In addition to examining morphology of the mock and SNAI1-DN cell lines, in wound healing assays, we noticed, as other groups have [73], that individual migration is associated with low E-cadherin expression while collective migration is associated with re-expression of E-cadherin.

### During wound healing, SNAI1-DN cells display a homogeneous leading edge with lamellipodia

We characterised the morphology of the two cell lines, because it is now well known that EMT can lead to the modification of cell morphology and individual migration. In collective migration, cellular groups migrate via a sequence of adhesion/traction at the leading edge implicating actin-mediated ruffling, invadopodia, integrin-mediated adhesion and recruitment of surface proteases [57].

In the present study, higher magnification and F-actin staining of the cells bordering the injury site (Figure 4a) show differences in the cell morphology of SNAI1-DN cells and MDA-mock cells. SNAI1-DN cells moved as a coherent group with a unique leading edge and numerous large lamellipodia underlined by actin staining and this migration was associated with a homogeneous direction towards the wound (Figure 4a). In contrast, in MDA-mock cells no lamellipodia and no similar directionality could be observed.

### PAI-1 distribution is modified in SNAI1-DN cells

PAI-1 immunostaining is rarely colocalised with F-actin structures in MDA-mock cells. In these cells, PAI-1 is preferentially localised in the perinuclear region (Figure 5, MDA-mock). In contrast, in SNAI1-DN cells not only is the nuclear area decorated with PAI-1 antibodies, but so is the cell membrane and particularly the lamellipodia (Figure 5, SNAI1-DN). It is interesting to observe that in this cellular structure, PAI-1 and actin are co-localised (Figure 5, SNAI1-DN, 'merged'). It has previously been observed that PAI-1 is produced after injury by cells immediately adjacent to the wounding edge [74,75]. Providence and colleagues [75] demonstrated that *in vitro *wounding resulted in the identification of a 'leading edge' cohort (i.e. cells immediately adjacent to the wound border) becoming polarised with extended membrane ruffles and lamellipodia along the cellular 'face' juxtaposed to the denuded zone. These leading-edge cells were particularly immunoreactive with PAI-1 antibodies. Nevertheless, none of these studies demonstrate a PAI-1 distribution in lamellipodia associated with actin.

**Figure 5:**
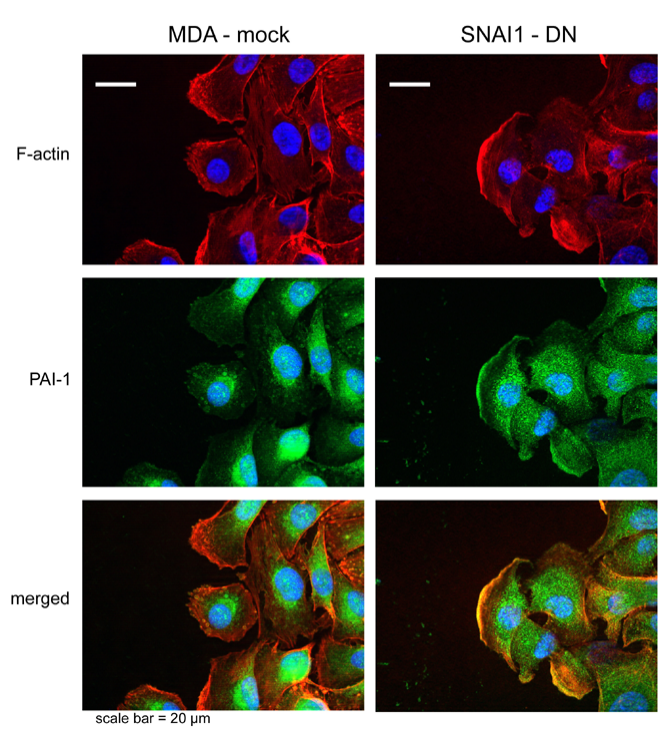
**Modified distribution of Plasminogen Activator Inhibitor type-1 (PAI-1) in SNAI1-DN cells**. PAI-1 immunostaining is rarely co-localied with F-actin structures in MDA-mock cells. In these cells, PAI-1 is preferentially localised in the perinuclear region. In contrast in SNAI1-DN-cells, PAI-1 immunostaining is strongly localised in the numerous lamellipodia and is more diffuse in the cytoplasm.

Taken together, the collective behaviour of cell migration, the numerous large lamellipodia at the leading edge and the co-localisation of actin with PAI-1 in lamellipodia, suggest that SNAI1 functional blockade redirected the cancer cells toward an epithelial-like cell behaviour. This behaviour is characterised by a lower expression of PAI-1 and altered distribution of PAI-1 protein in the cell, especially during wound healing. Likewise, the increased expression of E-cadherin mRNA suggests a partial recovery of epithelial properties in SNAI-DN cells. This morphological epithelial behaviour could represent an early step of the EMT reversion. Several studies have identified cells displaying both epithelial and mesenchymal traits. These 'metastable' cells present both residual E-cadherin and collective migration, membrane extension [76].

Finally, as pointed out by Providence and colleagues [77], the changes of PAI-1 expression and/or distribution to the cellular under surface that we previously described may be of importance, because PAI-1 would then come in close contact to focal contact sites [78]. These sites include integrin/vitronectin–dependent contacts that may be modified by the level of PAI-1 competing with integrins binding to vitronectin [33,41,43,79-81]. Thus PAI-1 may induce variations of cell attachment or detachment, especially in lamellipodia [43,82]. It has been shown that PAI-1 through co-ordinated interactions with plasminogen activators and the endocytic receptor LRP can control sequences of attachment/detachment in non-tumour cells [45,46]. This is consistent with our data with tumour cells presented here and suggests that in a similar way PAI-1 could promote cancer metastasis rather than inhibiting this process as predicted from studies of uPA. This could be of particular importance as cell matrix detachment is provoked by EMT inducers. The increase or decrease of PAI-1 expression is probably only one side of the story.

Focusing on the molecular and functional links between migration, E-cadherin, SNAI1 and PAI-1 we observed that elements inducing SNAI1 transcription, such as transforming growth factor beta, lead to the over-expression of PAI-1 and a decrease in E-cadherin with the subsequent situation being favourable to cell migration. In our study, the functional blockade of SNAI1 leads to reduced migration and redistribution of PAI 1 stressing the tight inter-connections between cells and their microenvironment.

In this regard, it may be important to highlight the differences between soluble PAI-1 playing the unique role of uPA inhibitor (i.e. decreasing proteolysis) and matrix bound PAI-1, which is mainly a matricellular protein (linking the cell membrane to the matrix) involved in cell adhesion/de-adhesion and migration [30,45,46].

Our study suggests that SNAI1 regulates PAI-1 expression, which is used as a matrix-bound regulator of cell migration and/or as a soluble inhibitor of proteolysis, according to SNAI1 function. Thus, SNAI1 [6] and PAI-1 [28-31,33,34] may influence cancer cell migration but, depending on SNAI1 status, this could imply proteolysis-dependent migration, collective or individual behaviour, and their consequences.

A better knowledge of the molecular requirements for EMT in human cancer will lead to a better understanding of tumour progression and to define more effective strategies for future therapeutic interventions.

## Conclusion

Both the transcription factor SNAI1 and the PA system influence cancer cell migration and are over-expressed in cancers. In this study we aimed to determine whether SNAI1 activity is correlated with expression of PA system components, and how this correlation can influence tumoural cell migration. Therefore, we compared the invasive breast cancer cell line MDA-MB-231 expressing Snail (MDA-mock) with its derived clone expressing a dominant-negative form of SNAI1 (SNAI1-DN).

We demonstrated by both cDNA microarrays and real-time quantitative RT-PCR that SNAI1-DN clone presents a significant decrease of PAI-1 and uPA mRNA compared with MDA-mock. 

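On the arrays uPA (PLAU) was lower in SNAI1-DN cells in each of the 4 hybridisations. The log2 ratios were -1.35 (SNAI1-DN in Cy5) and -0.67 (SNAI1-DN in Cy3) for clone 14 and -1.12 and -0.80 for clone 15. The clone means of -1.01 and -0.96 differed by less than the 2 labellings did, with -1.24 over the arrays in Cy5 and -0.74 over those in Cy3.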

With an *in vitro *wound healing assay, we observed that SNAI1-DN cells migrate more slowly than MDA-mock cells and in a more collective pathway. The blockade of SNAI1 activity resulted in the redistribution of PAI-1 in SNAI1-DN cells decorating large lamellipodia.

Taken together these results suggest that SNAI1 functional blockade is leading to partial re-expression of E-cadherin (i.e. at the level of transcription), to a decrease in PAI-1 and to a more collective migration, while the parental cells expressing SNAI1 have less E-cadherin, more PAI 1, and migrate individually. We suggest that the present study establishes a relation between SNAI1 function, PAI-1 distribution and EMT status.

Therefore, we believe that our results could lead to a better understanding of the permissive conditions for metastatic escape of cancer cells.

## Abbreviations

BSA: bovine serum albumin; C_T_: threshold cycle; DAPI: 4', 6-diamidino-2-phenylindole; ECM: extracellular matrix; EMT: epithelial to mesenchymal transition; FCS: fetal calf serum; MAT: mesenchymal to amoeboid transition; MDCK: Madin Darby Canin Kidney; MET: mesenchymal to epithelial transition; LRP: lipoprotein receptor-related protein; PA system: Plasminogen Activation system; PAI-1: Plasminogen Activator Inhibitor type-1; PBS: phosphate-buffered saline; uPA: urokinase Plasminogen Activator; uPAR: urokinase Plasminogen Activator Receptor; RT-PCR: reverse transcription – polymerase chain reaction.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

EF-G and MM contributed equally to this study. EF-G and CC-B performed RT-PCR, immunofluorescence analysis and migration assays. CC-B performed the statistical analysis. HP, AC, GM-B and JP participated in the construction of Snail-DN clone and performed microarray assays. MM with AC-M carried out the immunofluorescence analysis, migration assays and conducted imaging studies. BV was involved in cell cultures and in RT-PCR. EF-G, CC-B and MM participated in the wound healing assays. GBM and DL were involved in designing all experiments and writing the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional data file 1 A table that lists the human genes up-regulated or down-regulated in a clone expressing a dominant-negative form of SNAI1 (SNAI1-DN) compared with MDA-mock control cells. Negative sign (-) means down-regulation and positive sign (+) means up-regulation. Genes are organised by molecular function. A total of 99 genes were found to be differentially expressed, by at least a two-fold factor, in response to SNAI1 functional blockade. Click here for file

# Supplementary material for: PAI-1 and functional blockade of SNAI1 in breast cancer cell migration
**Source:** Breast Cancer Res. 2008 Dec 3;10(6):R100. doi: 10.1186/bcr2203
**Supplement:** Additional data file 1 — A table that lists the human genes up-regulated or down-regulated in a clone expressing a dominant-negative form of SNAI1 (SNAI1-DN) compared with MDA-mock control cells. Negative sign (-) means down-regulation and positive sign (+) means up-regulation. Genes are organised by molecular function. A total of 99 genes were found to be differentially expressed, by at least a two-fold factor, in response to SNAI1 functional blockade.

Supplementary Table: Human genes up- or down-regulated in a clone expressing a Dominant Negative form of SNAI1 (SNAI1-DN) compared to MDA-mock control cells. Negative sign (-) means down regulation and positive sign (+) means up regulation. Genes are organized by molecular function. A total of 99 genes were found to be differentially expressed, by at least a 2-fold factor, in response to SNAI1 functional blockade.

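The supplementary table gives, for each cDNA clone, the fold of SNAI1-DN against MDA-mock, and sorts the genes by function. Among the 25 genes it places under cell cycle, proliferation and signalling, 20 were measured, 12 lower and 8 higher in the mean of the 2 clones, with 11 and 5 at least 2-fold. The lower ones include cytokines and growth factors, among them VEGFA, the growth factor of blood vessels, at a log2 ratio of -1.65 ± 0.48 (SD, n = 2 clones, adjusted p = 0.012 from limma). Of the 7 genes of cell death, 6 were measured, 3 lower and 3 higher, and TNFSF10, the death ligand TRAIL, fell by 2.00 ± 0.029 (adjusted p = 0.0015 from limma). All 6 measured of the 10 metabolic genes were lower, 4 of them at least 2-fold. The glutathione transferase GSTM3 is 1 of them, at -1.60 ± 0.40 (adjusted p = 0.0097 from limma). Of the 5 genes related to transcription, 4 were lower, all at least 2-fold, and 1, MITF, was higher at 0.74 ± 0.061 (adjusted p = 0.027 from limma). Of the 13 genes of basic cellular function, 9 were measured, 7 lower and 2 higher. The 7 include the cDNA clone listed as PLEC1, counted as the paper lists it. The drug exporter ABCC3 fell by 1.99 ± 0.60 (adjusted p = 0.011 from limma). Of the 3 genes of the immune response, 1 was measured, HLA-E, at -1.14 ± 0.11 (adjusted p = 0.0097 from limma), whose cDNA clone may also bind transcripts of its close relatives. The 27 miscellaneous genes had 21 measured, 9 lower and 12 higher.
Of the 90 folds in the table, 51 are below -2 and 28 are 2 or more. Another 6 lie between 0 and 1, where the table's sign convention leaves no value, and 5 lie from 1 to 2. The 6 cDNA clones listed between 0 and 1 were all lower in both SNAI1-DN clones. The one listed as PLEC1 is annotated as NEAT1 on the array, so it gives no value of PLEC1 under the names used here. The study chose these genes on the same arrays, so the directions are not independent evidence.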

GenBank no. SNAI1l-DN Description

##### Cell cycle, proliferation and signalling (n=25)

| AA936768 | -8.82 | *IL1A,* interleukin 1, alpha |
| --- | --- | --- |
| AA401137 | -6.35 | *LCN2,* lipocalin 2 (oncogene 24p3) |
| AI074784 | -5.50 | *CSF3,*  colony stimulating factor 3 (granulocyte) |
| AA150507 | -4.97 | *IL1B,* interleukin 1, beta |
| AA994313 | -4.76 | *IL24,* ILERLUKINA 24 |
| N98591 | -4.49 | *IL6,* interleukin 6 (interferon, beta 2) |
| AA935273 | -4.28 | *GRO3,* GRO3 oncogene |
| R19956 | -3.97 | *VEGF,* vascular endothelial growth factor |
| W42723 | -3.84 | *GRO1,* GRO1 oncogene |
| AA417711 | -3.09 | *MAP4K4,* mitogen-activated protein kinase kinase kinase kinase 4 |
| H59620 | -2.48 | *INSIG1,* insulin induced gene 1 |
| H71474 | -2.43 | *FZD7,* frizzled (Drosophila) homolog 7 |
| AA454810 | -2.43 | *TACSTD2,* tumor-associated calcium signal transducer 2 |
| R80179 | 0.64 | *IL1R1,* interleukin 1 receptor, type I |
| AA233079 | 1.43 | *IGFBP1,* insulin-like growth factor binding protein 1 |
| AA777001 | 1.93 | *CCNA1,* cyclin A1 |
| AI340905 | 2.05 | *CCND3,* cyclin D3 |
| N72115 | 2.27 | *CDKN2C,* cyclin-dependent kinase inhibitor 2C (p18) |
| AA683550 | 2.29 | *IRAK1,* interleukin-1 receptor-associated kinase 1 |
| AA126947 | 2.35 | *CORO1C,* coronin, actin-binding protein, 1C |
| AA910443 | 2.78 | *NOV,* nephroblastoma overexpressed gene |
| AA489055 | 2.77 | *DHFR,* dihydrofolate reductase |
| AA873060 | 3.03 | *STMN1,* stathmin 1/oncoprotein 18 |
| H72122 | 3.06 | *ENC1,* ectodermal-neural cortex (with BTB-like domain) |
| R52796 | 11.28 | *IL13RA2,* interleukin 13 receptor, alpha 2 |

##### Cell death (n=7)

| R15728 | -6.24 | *GAS2,* growth arrest-specific 2 |
| --- | --- | --- |
| N94588 | -4.76 | *CFLAR,* CASP8 and FADD-like apoptosis regulator |
| H54629 | -3.96 | *TNFSF10,* tumor necrosis factor (ligand) superfamily, member 10 |
| R07870 | -2.51 | *BIRC3,* baculoviral IAP repeat-containing 3 |
| AI371096 | 2.08 | *DAPK1,* death-associated protein kinase 1 |
| AA444051 | 2.34 | *S100A10,* S100 calcium-binding protein A10 (annexin II ligand, calpactin I, light polypeptide (p11)) |
| AA488674 | 2.88 | *MCL1,* myeloid cell leukemia sequence 1 (BCL2-related) |

Immune response (n=3)

| g1846620 | -4.34 | *HLA-C,* major histocompatibility complex, class I, C |
| --- | --- | --- |
| g9888179 | -3.44 | *HLA-E,* major histocompatibility complex, class I, E |
| T62048 | -2.25 | *C1S,* complement component 1, s subcomponent |

Metabolism (n=10)

| AA448157 | -16.38 | *CYP1B1,* cytochrome P450, subfamily I (dioxin-inducible), polypeptide 1 (glaucoma 3, primary infantile) |
| --- | --- | --- |
| AA455235 | -7.74 | *ALDH1A3,* aldehyde dehydrogenase 1 family, member A3 |
| AA676466 | -3.27 | *ASS,* argininosuccinate synthetase |
| AA701963 | -3.27 | *AKR1B1,* aldo-keto reductase family 1, member B1 |
| N47312 | -3.16 | *HPRT1,* hypoxanthine phosphoribosyltransferase 1 (Lesch-Nyhan syndrome) |
| R63106 | -2.80 | *GSTM3,* glutathione S-transferase M3 (brain) |
| N66957 | -2.61 | *CYP27A1,* cytochrome P450, subfamily XXVIIA (steroid 27-hydroxylase, cerebrotendinous xanthomatosis), polypeptide 1 |
| AA983530 | -2.27 | *VNN1,* vanin 1 |
| H11036 | 0.62 | *PDP,* pyruvate dehydrogenase phosphatase |
| AA598652 | 1.76 | *SIAT1,* sialyltransferase 1 |

Transcription related (n=5)

| AA156988 | -2.97 | *ACO1,* aconitase 1, soluble |
| --- | --- | --- |
| AA664389 | -2.85 | *TSC22,* transforming growth factor beta-stimulated protein |
| AA973283 | -2.61 | *HDAC3* histone deacetylase 3 |
| W55872 | 0.53 | *NFKBIA,* nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha |
| N66177 | 2.51 | *MITF,* microphthalmia-associated transcription factor |

Basic cellular function (n=13)

| AA429895 | -5.37 | *ABCC3,* ATP-binding cassette, sub-family C (CFTR/MRP), member 3 |
| --- | --- | --- |
| AA670429 | -3.27 | *SGNE1,* secretory granule, neuroendocrine protein 1 (7B2 protein) |
| N90204 | -2.88 | *UGCG,* UDP-glucose ceramide glucosyltransferase |
| AA453335 | -2.63 | *TXNRD1,* thioredoxin reductase 1 |
| R01732 | -2.52 | *AMPD3,* adenosine monophosphate deaminase (isoform E) |
| W77927 | -2.46 | *GBP2*, guanylate binding protein 2, interferon-inducible |
| H11320 | -2.42 | *UBA2,* SUMO-1 activating enzyme subunit 2 |
| R20379 | -2.31 | *EEF2,* eukaryotic translation elongation factor 2 |
| R49999 | -2.26 | *SLC19A1,* solute carrier family 19 (folate transporter), member 1 |
| N89671 | -2.22 | *RPL26,* ribosomal protein L26 |
| AA053165 | 0.64 | *PLEC1,* plectin 1, intermediate filament binding protein, 500kD |
| W86608 | 2.23 | *USP24,* ubiquitin specific protease 24 |
| AA872690 | 2.71 | *CCT6A,* chaperonin containing TCP1, subunit 6A (zeta 1) |

Miscellaneous (n=27)

| W78148 | -6.77 | *MGC5618,* hypothetical protein MGC5618 |
| --- | --- | --- |
| AA064973 | -4.57 | *CS-1,* calcineurin-binding protein calsarcin-1 |
| g4971953 | -4.36 | *EST,* Moderately similar to AF174605 1 F-box protein Fbx25 |
| AA046700 | -4.06 | *EST,* Weakly similar to AF174605 1 F-box protein Fbx25 |
| AA443832 | -3.18 | *LOC64182,* similar to rat myomegalin |
| R75819 | -2.90 | *FKBP2,* FK506-binding protein 2 (13kD) |
| R20669 | -2.56 | *TRA1,* tumor rejection antigen (gp96) 1 |
| W84445 | -2.40 | *RRAD,* Ras-related associated with diabetes |
| AA149579 | -2.34 | *PCANAP1,* prostate cancer associated protein 1 |
| AA005386 | -2.26 | *KIAA1915,* KIAA1915 protein |
| AA521414 | 0.52 | *CGI-85,* CGI-85 protein |
| AI669875 | 0.70 | *FAM8A1,* family with sequence similarity 8, member A1 |
| AA046724 | 1.47 | *SYNE-1B,* synaptic nuclei expressed gene 1b |
| R76614 | 1.61 | *NTN4,* netrin 4 |
| AA961735 | 2.03 | *MACMARCKS,* macrophage myristoylated alanine-rich C kinase substrate |
| W49781 | 2.17 | *LPXN,* leupaxin |
| AA036974 | 2.33 | *AOC3,* amine oxidase, copper containing 3 |
| H11732 | 2.36 | *CLECSF2,* C-type (calcium dependent, carbohydrate-recognition domain) lectin, superfamily member 2 (activation-induced) |
| AA598974 | 2.42 | *FLJ14365*, Homo sapiens cDNA FLJ14365 |
| AA934904 | 2.48 | *MGC5528,* hypothetical protein MGC5528 |
| AA131909 | 2.60 | *FLJ10540,* hypothetical protein FLJ10540 |
| AA426113 | 2.60 | *MGC4399,* hypothetical protein MGC4399 |
| W68220 | 2.68 | *KIAA0101,* KIAA0101 gene product |
| g9887904 | 2.87 | *NTRK1,* neurotrophic tyrosine kinase, receptor, type 1 |
| W73144 | 2.91 | *LCP1*, lymphocyte cytosolic protein 1 (L-plastin) |
| R45255 | 3.00 | *NOBP,* nuclear FGF3 binding protein |
| R38966 | 3.69 | *KIAA0462,* KIAA0462 protein |

How the deposited data were processed for this re-analysis (not part of the article)

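RNA of SNAI1-DN and control cells was compared on 4 cDNA arrays of 2 colours, with 2 SNAI1-DN clones each labelled both ways. The authors quantified the scanned arrays with GenePix Pro and processed the spots with GenePix Pro and Excel, and the deposited values are 1 log10 ratio per spot and array, at 13056 rows. The filters and any centring behind them are not given in the sources used here. No column of values was left unused. The log10 ratios were changed to log2 and, for the arrays with SNAI1-DN in Cy3, turned in sign. No array was centred, since each log2 median lay within the 0.1 set beforehand.

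Turning the sign departs from a rule set before the data were examined, which asked for a correlation below -0.3 between the 2 arrays of each clone. The correlations were -0.272 and -0.356. The basis for turning, opposite signs at nearly all spots that were at least 2-fold on both arrays of a clone, was chosen after the data were seen, and the absolute direction is likely but not settled. The counts without any direction, over arrays labelled the same way, were 86 of 3357 genes (Cy5) and 70 of 3406 genes (Cy3) at least 2-fold.

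Rows were named through the platform's probe annotation with the 48 print blocks read in reverse order, an order found by comparison with the folds the paper lists and then tested on 1133 cDNA clones of 507 genes the paper does not list. The test was written before its statistic was seen, although second clones of a few genes had been looked at. Of the 13056 rows, 8047 have a probe with 1 gene, 276 have a probe with several genes and were not named, and 4733 have no listed probe and are unnamed here. Symbols were updated through the RefSeq gene table of GRCh38.p14, used for names only. No symbol changed, and 12 that the table did not hold were kept as given. No row was identified by its value.

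Spots of 1 cDNA clone were averaged into a feature. A feature entered where each clone had a value on at least 1 of its 2 arrays (873 features rest on 1 array in some clone), and the 2 arrays of a clone were averaged. A gene's value is the mean over its features. Of 395 genes with several features, 155 had features that differed in sign or by over 1 on the log2 scale. The number of arrays limits the precision.

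The paper's methods give a threshold of at least 2-fold and, for the paper as a whole, Student's t-test. Features and genes were counted at 2-fold, and genes were tested with limma 3.58.1 in R 4.3.3 (an intercept over the 2 clone means, eBayes, Benjamini-Hochberg adjustment, threshold 0.05). The prior had 4.71 degrees of freedom and an SD of 0.172. Each of 20 gene lists was tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. From 2 clones fry and the estimated correlation could hardly pass any list. The lists cover the PA system, Table 1, epithelial junctions and keratins, mesenchymal genes, matrix proteases, integrins and adhesion, NF-kB targets and cytokines, interferon and antigen presentation, the cell cycle, TGF-beta targets, hypoxia, xenobiotic metabolism, cholesterol and fatty acid synthesis, the unfolded protein response, ribosomal proteins, and markers of leukocytes, endothelium, melanocytes and luminal breast cells, and 1 more list is not reported here. The spread between the clones cannot be split into its parts, since each clone stands for 1 sample, and the clones were compared without a test. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

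The limma step was tested on simulated data for this comparison, with 3522 genes of which 200 were changed, in 20 draws. With the spread of each gene taken from the size of the difference between its clones, a mean of 0% of changed genes was recovered at 1.5-fold, 2.23% at 2-fold and 74.4% at 4-fold, with 1.22% of the calls at 4-fold false. A second version, with the spread drawn from limma's fitted prior, was added after the first had been seen, and the number of draws was raised after single draws had varied. It recovered 28.8% at 1.5-fold, 95.1% at 2-fold and 99.8% at 4-fold. Of its calls, on average 11.4%, 6.78% and 7.38% were false at these folds, above the 5% aimed at, with up to 28.3% in a draw at 2-fold and up to 100% at 1.5-fold, and 1 call at 1.5-fold had the wrong sign. The requirement that no call has the wrong sign was then kept for 2-fold and 4-fold only. Both versions take the spread between clones and leave out that of the 1 control sample. They thus do not give the share of false calls in these data. Adjusted p-values from 2 clones are read with these limits.

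The genes named in the text were set by rule before the data were examined, when the folds in the paper's tables had been seen. The rule takes the genes of Table 1, the PA system, E-cadherin, SNAI and NF-kB genes that the paper names, the 10 features with the largest rise and the 10 with the largest fall among those at least 2-fold in both clones and of 1 sign on all 4 arrays, and up to 4 members of each gene list with the largest change. Genes named outside it were chosen after their values were seen. Alternatives set beforehand were the arrays of each labelling alone, each clone left out, centring, scaling, complete features only, other rules for several features of a gene, other thresholds, the 4 arrays as samples, as blocks or with a dye term, robust eBayes, the methods' t-test, and for the lists another correlation, another test or the paper's genes left out. Arrays not turned, rows named by the probe of the same number, clone 14 with its folds averaged on the linear scale, and 2 lists without their largest member outside the paper's genes were added after the data were seen.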

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

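The test of single arrays and the check of genes outside the paper's list were planned, and no explanation was tested for these results.

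Among 81 named genes tested for 1 array far from the other 3, the test flagged 3. That is no more than chance gives, at about 1 in 20. DSCC1, a factor of sister chromatid cohesion, read 1.53 on the log2 scale on the array of clone 15 with SNAI1-DN in Cy5. It read between 0.99 and 1.05 on the others. These are means of 2 cDNA clones. The one the paper lists read 1.17 and 1.44 for clone 14 (Cy5, Cy3) and 1.53 and 1.54 for clone 15. The other read 0.93 and 0.56, and 1.52 and 0.45. HCLS1, a protein of blood cells, read -0.23 on the array of clone 15 with SNAI1-DN in Cy3 and between 0.55 and 0.62 on the others. MCL1 read 1.09 on the array of clone 14 with SNAI1-DN in Cy3 and between 1.77 and 1.87 on the others.

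Of 23 genes at least 2-fold on all 4 arrays, 22 are in the paper's list and 1 is not. It is SOD2, the manganese superoxide dismutase of mitochondria and a known NF-kB target, with log2 ratios of -2.40 and -2.55 for clone 14 (Cy5, Cy3) and -2.03 and -2.64 for clone 15, a signed fold of -5.29 (adjusted p = 0.0011 from limma). It rests on 1 cDNA clone.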

How the results depend on the processing

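Alternatives with arrays not turned, with rows named by the probe of the same number, with the folds of clone 14 averaged on the linear scale, or with the NF-kB and cell cycle lists without their largest member outside the paper's genes were chosen after seeing the data, and the others were planned. No paired analysis was possible because each array already compares a clone with the 1 control sample and no other condition shares the clone numbers. The causes of the shifts below were not tested, apart from those that follow from a threshold or from fewer arrays. With 2 clones, leaving out 1 gives a value with no test, and for the 84 named genes tested against the spread of 2 values such a value lies within the spread by construction, so it says nothing about stability. Signal over background was not used here.

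The 109 features at least 2-fold became 437 at 1.5-fold (227 higher, 210 lower), 41 at 3-fold, 39 when all 4 arrays had to reach 2-fold, 164 on the arrays with SNAI1-DN in Cy5 alone (79 higher, 85 lower) and 7 with the arrays not turned. The Cy3 arrays alone gave 147 (47 higher, 100 lower), clone 14 alone 159 (81 higher, 78 lower) and clone 15 alone 165 (67 higher, 98 lower). The 54 genes at least 2-fold became 86 on the Cy5 arrays alone (44 higher, 42 lower) and 1 with arrays not turned. The Cy3 arrays alone gave 70 (19 higher, 51 lower), clone 14 alone 63 (29 higher, 34 lower) and clone 15 alone 78 (34 higher, 44 lower).

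The 127 genes called by limma became 50 with 2-fold required as well, 299 at an adjusted p under 0.1, 229 with centred arrays (114 higher, 115 lower), 225 with features on all 4 arrays, 622 on the Cy5 arrays alone (420 higher, 202 lower, 116 shared with the 127), 203 with the arrays as 4 samples, 423 with a dye term, 562 with the clone as a random block (estimated correlation -0.436), and 49 with arrays not turned. The methods' t-test called 323 genes unadjusted, 56 of them among the 127, and 1 after Benjamini-Hochberg. The Cy3 arrays alone gave 178 (49 higher, 129 lower), with 83 shared, so the share of higher genes, 59 of the 127, rose on the Cy5 arrays and fell on the Cy3 arrays.

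Of the gene lists, 4 passed camera, against 0 with an estimated correlation, 0 by fry and 0 with rows named by the same number. With arrays not turned 1 passed, the ribosomal proteins, now higher. By fry the adjusted p was 0.125 (cell cycle), 0.138 (NF-kB targets) and 0.210 (ribosomal proteins). Over the 10 other planned settings with a test, the adjusted p for the cell cycle ranged from 7.5e-15 to 0.834 (8 passed). It was 1.9e-27 to 0.834 for NF-kB targets (8 passed) and 9.1e-07 to 0.988 for ribosomal proteins (7 passed). Without the paper's genes and SOD2 or MAD2L1 the NF-kB and cell cycle lists passed camera at the preset correlation and not at the estimated one or by fry.

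uPA kept its direction in all settings of that kind, from -1.24 to -0.74 on the log2 scale where a test was run. It missed the threshold after the methods' t-test with Benjamini-Hochberg (-0.99, adjusted p = 0.515, where the adjusted p of the others lay as low as 2.4e-10) and, among settings added later, with arrays not turned (-0.25), and it turned to 0.31 with rows named by the same number. uPAR turned to -0.024 on the Cy3 arrays alone, and leaving out 1 clone gave -0.18 to 0.55. Of the Table 1 genes, 0 were in the paper's direction and at least 2-fold with arrays not turned and 0 with rows named by the same number, and likewise 0 and 0 of the paper's 99 genes.

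On the Cy5 arrays alone CHL1 turned to -0.47, FLT1 to -0.044, KRT19 to 0.21, PLG to 0.093 and RPL10 to 0.20, and the means of lists turned to 0.051 (ribosomal proteins), 0.039 (epithelial genes), 0.026 (hypoxia), 0.080 (luminal markers), 0.00033 (matrix proteases) and 0.056 (PA system). On the Cy3 arrays alone ENO1 turned to -0.051, RAB27A to -0.040, SOD1 to -0.069, TYRP1 to 0.087 and the unfolded protein response to -0.087. With the feature of smallest clone difference CDH1 turned to -0.041. Of 84 named genes, 84 stayed on their side of the threshold with robust eBayes and with the median over features, 9 were newly past it with centring and 4 with scaling, and 35 were lost after the methods' t-test with Benjamini-Hochberg. With arrays not turned, 40 of 84 named genes and 14 of 20 lists changed sign, and with rows named by the same number 42 of 74 and 12 of 20.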

Differences from the paper's values

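The paper states that 99 genes changed by at least 2-fold, where 54 of the genes with a name here did. The count was 86 on the arrays with SNAI1-DN in Cy5 alone, 70 on those in Cy3 alone and 78 for clone 15 alone, within 1.5 times the paper's, and 63 for clone 14 alone, 57 with centred or scaled arrays, 54 with either other rule for several features and 48 with complete features, which are not. A further 46 features at least 2-fold have no gene name here. The paper states that 6386 genes were compared, and 3522 named genes had values here, with every other setting between 3248 and 3541.

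Of the paper's folds, 75 could be set beside a value here, in the paper's sign convention. The 6 listed between 0 and 1 were read as ratios, the clone listed as PLEC1 among them. Of the 75, 27 differed by more than the spread between the 2 clones, which is narrow for many genes. For uPA (PLAU) the paper's fold is -2.45 and the fold here was -1.98, and none of the other settings came within the spread, the nearest being -2.36 on the Cy5 arrays alone. Nor did any that gave a value for these genes, given as the paper's fold against the fold here: CALD1 -2.12 against -1.99, CFLAR -4.76 against -3.44, CORO1C 2.35 against 2.19, GAS2 -6.24 against -3.67, GRO3 -4.28 against -3.41, HLA-E -3.44 against -2.20, HPRT1 -3.16 against -1.89, IL13RA2 11.28 against 4.79, IL24 -4.76 against -5.42, IRAK1 2.29 against 1.76, MGC4399 2.60 against 2.32, MITF 2.51 against 1.67, STMN1 3.03 against 2.44. For IL1R1 the paper's value of 0.64 was read as a ratio, and the ratio here was 0.42, also with no other setting within the spread. HLA-E, IL24 and MITF were measured through another cDNA clone than the paper's. For CLECSF2 the paper gives 2.36 against 2.09 here, for FKBP2 -2.90 against -2.76 and for MAP4K4 -3.09 against -2.95, and only clone 14 with the folds of its 2 arrays averaged on the linear scale came within the spread (2.21, -2.90 and -3.09), a setting chosen after seeing the values that drops 9 of the 75 genes. The other settings in this comparison were set before the data were examined.

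For 9 genes some of the settings reached the paper's fold within the spread and the others did not. For CHL1 the paper gives 2.48 and the fold here was 1.10, or 2.47 on the Cy3 arrays alone. For CCT6A it gives 2.71 against 1.86, or 2.57 on the Cy5 arrays alone, and for KIAA0462 (UBR4) 3.69 against 2.60, or 3.23 on the Cy5 arrays alone and 3.11 on the linear scale in clone 14. For LCN2 it gives -6.35 against -5.91, or -6.35 on the Cy3 arrays alone and on the linear scale in clone 14, and for TRA1 -2.56 against -2.01, or -2.41 on the Cy3 arrays alone. For FLJ14365 (CDK1) it gives 2.42 against 1.93, with 2.17 on the Cy5 arrays alone, and clone 15 alone also within the spread. For USP24 it gives 2.23 against 1.97, or 2.25 on the Cy3 arrays alone, 2.13 in clone 14 alone and 2.14 there on the linear scale. For CCND3 it gives 2.05 against 1.92, or 2.00 in clone 15 alone, and for GBP2 -2.46 against -2.43, or -2.45 with centred arrays, with scaled arrays and in clone 15 alone.

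The number of folds that differed was 28 of 75 with centred and with scaled arrays, 27 of 75 with either other rule for several features, 24 of 69 with complete features, 40 of 70 on the Cy5 arrays alone, 42 of 74 on the Cy3 arrays alone, 33 of 75 in clone 14 alone, 16 of 66 there on the linear scale and 59 of 75 in clone 15 alone. Within 2% of the paper's fold lay 5 of the 69 compared, 28 of 69 in clone 14 alone and 31 of 61 in clone 14 with the folds of its 2 arrays averaged on the linear scale. This last setting was chosen after seeing the values, and it measures 66 of the paper's genes in place of 75 and finds 48 of 61 at least 2-fold.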

Other observations

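The tests on the order of the print blocks and on the ribosomal proteins were written before their values were seen, and those on the dye effect, on handling, on the NF-kB list and on the cell cycle list only after. In the interferon and antigen presentation list, 29 members were measured and 6 passed limma's test, but the list did not (mean -0.15, camera adjusted p = 0.355). TNFSF10, the class I antigen HLA-B (-1.74 ± 0.18, SD, n = 2 clones, on a clone that may bind its close relatives), the GTPase GBP2 (-1.28 ± 0.015), HLA-E and the invariant chain CD74 (-0.76 ± 0.080) fell, and IFIT1 rose by 0.87 ± 0.071 (3 rose and 5 fell adjusted over the list alone). Of 16 hypoxia genes, VEGFA and PLOD2 fell and the glucose transporter SLC2A1 rose by 0.66 ± 0.039 (list mean -0.16, adjusted p = 0.431, 2 rose and 4 fell adjusted over the list alone). Of 10 genes of xenobiotic metabolism, ABCC3 and GSTM3 fell (mean -0.37, adjusted p = 0.173, 1 rose and 4 fell adjusted over the list alone). Of 8 genes of cholesterol and fatty acid synthesis, INSIG1, which holds back that synthesis, fell by 1.15 ± 0.41 (mean -0.13, adjusted p = 0.561, 2 fell adjusted over the list alone). Besides SOD2 and HLA-B, 4 genes outside the paper's list were at least 2-fold, chosen after their values were seen: SLFN5 (-1.10 ± 0.089, adjusted p = 0.010), TIPARP (-1.01 ± 0.12, adjusted p = 0.014), CCL3 (-1.23 ± 0.78, adjusted p = 0.062) and BAIAP2 (1.00 ± 0.72, adjusted p = 0.085), all from limma.

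Epithelial and mesenchymal genes did not pass camera as lists. Only 15 of 46 listed epithelial and 16 of 37 listed mesenchymal genes were measured, so a change in these groups is not excluded. Of 15 epithelial junction and keratin genes 0 passed limma's test, also adjusted over the list alone, and 2 fell and 0 rose at an unadjusted p under 0.05 (list mean -0.041, camera adjusted p = 0.588). E-cadherin (CDH1), whose mRNA the paper reports as re-expressed by RT-PCR, had 0.057 ± 0.035 over 3 cDNA clones (adjusted p = 0.837 from limma), and brightness was not used here, so a change near background would be missed. Of 16 mesenchymal genes 1 rose (CDH11) and 2 fell (PLOD2 and CALD1), with a mean of 0.086 and an adjusted p of 0.553 (4 rose and 2 fell adjusted over the list alone). Vimentin and fibronectin had spots without values. The NF-kB subunits NFKB1 and RELA had -0.24 ± 0.014 (adjusted p = 0.290) and -0.36 ± 0.031 (adjusted p = 0.141), lower on each of the 4 arrays and not past limma's test.

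The remaining lists did not pass camera. Matrix proteases and inhibitors had a mean of -0.057 over 23 genes (adjusted p = 0.178, TIMP3 risen, 2 risen and 3 fallen adjusted over the list alone), integrins and adhesion 0.11 over 23 (adjusted p = 0.764, CCN2 risen, 3 risen and 1 fallen over the list alone), and TGF-beta targets 0.068 over 23 (adjusted p = 0.910, CCN2 risen and TSC22D1 fallen, 2 risen and 1 fallen over the list alone). The unfolded protein response had 0.090 over 14 (adjusted p = 0.525, CCT6A risen, 3 risen and 3 fallen over the list alone) and the Table 1 genes 0.25 over 7 (adjusted p = 0.910, 3 risen and 3 fallen, also over the list alone). Markers of other cells had 0.052 over 18 leukocyte genes (adjusted p = 0.764, 0 passed, also over the list alone, 1 risen at an unadjusted p under 0.05), 0.14 over 11 endothelial genes (adjusted p = 0.431, 0 passed, also over the list alone, 3 risen unadjusted), 0.14 over 8 melanocyte genes (adjusted p = 0.463, MITF risen, also over the list alone) and -0.0090 over 10 luminal breast genes (adjusted p = 0.764, 0 passed, 1 risen over the list alone, 1 risen and 2 fallen unadjusted). The median and the mean differ in sign for the PA system (median 0.030, mean -0.0030), the epithelial genes (median 0.036) and cholesterol synthesis (median 0.031), and camera's direction was down for the Table 1 genes, whose mean and median are above 0.

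The clones correlated at r = 0.644 across 3522 genes (Spearman rho = 0.455), which are not independent replicates. Both were compared with the 1 control sample, so their ratios are expected to correlate even where nothing changed, and no value without a change is at hand for this or the next counts. Among these 3522 genes, which have a value in both clones, 59 were at least 2-fold in clone 14 and 75 in clone 15. Of them, 37 were so in both and 0 in opposite directions. The counts for each clone alone, given above, cover all genes measured in that clone. By 25 genes the clones differed by at least 1 on the log2 scale, among them, chosen after their values were seen, the cholesterol exporter ABCA1 (-1.37 in clone 14, 0.30 in clone 15), the collagenase MMP1 (0.81 and -0.46) and IGFBP1 (-0.022 and 1.36). Each clone stands alone, so these differences were not tested.

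The names rest on the reversed order of the print blocks. Over genes the paper does not list, different cDNA clones of a gene correlated at 0.275 in that order, above each of 1000 random orders (highest 0.137), and on each array (0.393, 0.146, 0.278 and 0.282). With the numbers as given they correlated at 0.0032, within the random orders, which argues against rows and probes of the same number belonging together. The order of the table or of the annotation may thus have been turned at some step, and where stays open. No biological explanation was tested.

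Arrays labelled the same way correlated at 0.654 (Cy5) and 0.476 (Cy3), more closely than the 2 arrays of a clone did in size. A gene-specific dye effect could account for this. The part of a clone's ratios in which a change between the cells cancels correlated at 0.476 between the clones. The part that holds the change correlated at 0.616. The value of 0.476 restates the closer correlation of arrays labelled the same way, so it is no separate test of a dye effect. With 2 arrays of each labelling and no record of days, common handling cannot be told apart from a dye effect. The ribosomal proteins may be such a case, with a mean of 0.051 on the Cy5 arrays (0.19 and -0.090) and -0.64 on the Cy3 arrays, although 0.051 lies closer to 0 than those 2 arrays lie to each other. With the arrays not turned, a setting added after the data were seen, the ribosomal list was higher (mean 0.31, camera adjusted p = 0.0024). The direction of this list thus rests on turning the Cy3 arrays. The blockade of SNAI1 remains an open explanation of the lower mean of the ribosomal proteins.

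With the Cy3 arrays turned, the mean of the NF-kB list was at most -0.75 on any array (-0.83 and -0.78 by labelling). That of the cell cycle list was then at least 0.38 (0.62 and 0.39 by labelling). A dye effect as the whole cause would not give these means if the arrays of a clone are dye swaps, as their labels say. The Cy3 arrays hold inverted ratios, so their numerator or their dye label may be wrong, and a dye effect then stays open for both lists. The tests above on the labelling rest on the same labels and numerators. It also stays open whether these differences come from the blockade of SNAI1, from the selection of clones or from the 1 control sample, which every array shares. Growth state at harvest was not tested. The NF-kB members other than the paper's genes moved less, by -0.25 on average, or by -0.16 without SOD2, and 2 of the 23, SOD2 and TNFAIP3, passed limma's test.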
